A study of Nothobranchius furzeri and Nothobranchius korthausae and Nothobranchius pienaari with 162 samples. Its data were reported in "A miRNA catalogue and ncRNA annotation of the short-living fish Nothobranchius furzeri" (2017).

How the data were processed

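Small RNA-Seq libraries of brain, liver and skin of the annual killifish *Nothobranchius furzeri* were analysed together with brain libraries of 6 other killifish species. The values were whole-number read counts per predicted precursor miRNA, deposited by the authors as 1 file per library, without normalization and without pooling of replicates. According to the methods of the study, the adapter was removed with in-house scripts, and reads were trimmed with PRINSEQ by base quality and length. The *N. furzeri* reads were then mapped to the draft genome with segemehl, with an option that lets a read map to several equally good places. Reads of the other species were mapped to miRBase sequences and the *N. furzeri* annotation together. The counting program was not stated.

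Multiple mapping bears on every value. Of the 753 entries in the *N. furzeri* count files, 155 had a copy of the same name whose summed absolute difference was below 5% of their combined counts, and these entries held 79.8% of all counts. Counting a read at each of its places would give such copies, and the total of a library may then be above its number of reads. Values in CPM are counts scaled to the library total, and near copies of one miRNA cannot be told apart, so that their values are uncertain. Of the miRNAs named in the text this holds for the entries of mir-9, mir-124, mir-196, mir-205, mir-138, mir-21, mir-301, mir-204_mir-211 and lin-4 and for mir-3570. Some entries of mir-17, mir-19 and mir-430 also have near copies, so that sums over these families may count the same reads more than once. Only entries of the same name were compared, so copies under other names are not listed. For example, in liver at 5 weeks nfu_pred_228_mir-642 had 314 CPM in GRZ and 84.7 in MZM. These values were close to those of nfu_pred_786_mir-577, with 318 and 87.9. Entries are named as in the files. Genomic positions are not used here.

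Groups were formed from the strain, tissue and age given in the labels. The replicate number is the number in the library title. For 30 of the 75 libraries of the MZM strain, the name of the deposited file did not carry the library's own title, and these libraries were left out of every main comparison because label and file name disagree and the labels were not reassigned. Of these files, 25 carried the whole title of another sample, and all 24 of those with a differing tissue were closest in profile to the tissue of that title. No MZM library at 12 weeks and no MZM brain library at 27 weeks remained. Grouping all MZM libraries by their labels was tried as well, and it mixes files whose profile is that of another tissue. Replicates were compared in 230 pairs by a chi-square test of their counts, and the smallest chi-square per degree of freedom was 135, so no pair looked like a library deposited again. Replicates of separate libraries nearly always differ in such a test, so it does not show that they are independent. Each library was counted as 1 replicate as the labels give it.

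Comparisons across all miRNAs used the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, two-sided) on the counts, with TMM normalization and the filterByExpr filter on the groups. A miRNA passed at a Benjamini-Hochberg adjusted p below 0.05, and for comparisons of tissues also at an absolute log2 fold change of at least 1. Tissues were compared with all 75 GRZ libraries in one fit and age as a factor, and in MZM with the libraries at 5, 20 and 39 weeks, the ages present in all 3 tissues. Ages were compared within a strain and tissue with every age in the fit, so that the ages share one estimate of the spread. Strains were compared at 5 weeks. CPM given beside these tests were scaled within the fit. Log2 fold changes are given with their standard error (SE), and CPM as mean ± SD.

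For the miR-29 and miR-17/19 families, counts of all entries of these names were summed per library and log2(CPM + 1) was compared by a two-sided exact permutation test, with Benjamini-Hochberg adjustment over the 12 tests. CPM for families, principal component analysis (PCA) and single-entry profiles were scaled by TMM over the 120 libraries kept, so they can differ widely from those of single fits. For example, nfu_pred_82_let-7 in MZM liver at 27 weeks had a mean of 1626 CPM on this scale and 2405 in its fit. The 2 kinds of CPM are not to be compared with each other. PCA used log2(CPM + 1) of miRNAs with a mean of at least 1 CPM, centred and not scaled. A shared age change was measured as the Spearman correlation across miRNAs with a mean of at least 10 CPM in both tissues, and tested by permuting the ages of the samples of the second tissue over their 126 splits. A miRNA was called detected in a library at 10 counts or more. The smallest abundance a library can show was set at 3 counts. Without molecular identifiers, such floors cover counting error only. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps.

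The miRNAs named in the text follow a rule. For each tissue in GRZ they are the 3 with the largest of their smaller log2 fold change against the other tissues, among those past the threshold against both, with a mean of at least 10 CPM in the tissue and its lowest sample above the highest sample of the others. For each comparison of ages or strains they are the 2 that rose and the 2 that fell most among those past the threshold, with a mean of at least 10 CPM over both groups and no overlap between their samples. Of entries with identical counts only 1 is named. Entries of mir-29, mir-17, mir-19, mir-430, mir-499 and mir-215 and the most abundant miRNA of each tissue were named from the start because the study discusses them or because of their abundance. The groups, the main test of each comparison, the alternatives other than those named below as chosen later, and this rule were fixed before the data were examined.

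The count test was also tested on simulated counts with the means and library sizes of the real libraries, in which 200 miRNAs were changed by 1.5 on the log2 scale. It recovered 94% of them in the setting of GRZ brain at 14 against 5 weeks, 93% for GRZ brain against liver and 76.5% for MZM brain at 32 against 5 weeks. Of the miRNAs called, 5.53%, 0% and 3.77% were false. The simulated miRNAs were independent of each other, with as many raised as lowered. These rates therefore do not cover near copies that share reads or a shift of many miRNAs in one direction. Alternatives tried were DESeq2 size factors or total counts in place of TMM, the Wald test of DESeq2 1.42.0, no filter on low counts, merging of identical entries, another fold change threshold, only the groups compared in the fit, the lane number as a covariate, the replicate number as a block, other pseudocounts and filters, and leaving out each replicate in turn. Merging of nearly identical entries and a wider definition of the miR-29 family were chosen after seeing the data.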

Results

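The data comprised 162 small RNA-Seq libraries. Of these, 150 came from *N. furzeri*, 75 from the short-lived strain GRZ and 75 from the strain MZM, and 12 came from brains of 6 related killifish species with 2 libraries each. In GRZ, brain, liver and skin were sampled at 5, 7, 10, 12 and 14 weeks with 5 fish per group. After leaving out the 30 MZM libraries whose file name did not carry their own title, MZM was represented by 13 brain libraries (3 at 5, 4 at 20, 5 at 32 and 1 at 39 weeks), 15 liver libraries (4 at 5, 5 at 20, 5 at 27 and 1 at 39 weeks) and 17 skin libraries (4 at 5, 5 at 20, 5 at 27 and 3 at 39 weeks).

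Depth differed between tissues. Total counts ranged from 15327468 to 65580104 in GRZ brain, from 4911664 to 15789117 in GRZ liver and from 17250507 to 41861986 in GRZ skin. In MZM they ranged from 4203112 to 18333902 in brain, from 2909540 to 14870481 in liver and from 13415504 to 110684786 in skin. The libraries of the other species held 3302747 to 6898355 counts. Within GRZ brain the median total was 23552691 at 5 weeks and 48433478 at 14 weeks, so that age and depth were partly linked there. The *N. furzeri* files listed 753 miRNAs, of which 28 had no count in any library. The files of the other species listed 754, of which 269 had no count.

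A few miRNAs took a large part of the counts. In GRZ brain the most abundant entry was nfu_pred_256_mir-3570 with 9.47% ± 0.992 of the counts (SD, n = 25), and the 4 entries of mir-3570, whose counts were nearly equal, together held 37.6% ± 3.99. The same entry was the most abundant in skin with 6.11% ± 1.205, and the 4 entries held 24.3% ± 4.80 (SD, n = 25). In liver it was nfu_pred_204_mir-192_mir-215 with 11.5% ± 2.91 (SD, n = 25). The summed entries of mir-26 held more there, with 14.9% ± 2.65 (SD, n = 25), though such a sum may count the same reads more than once. Shares were summed only for names among the 3 most abundant entries of each tissue, so another name may hold more.

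The study discusses several miRNAs by name. The summed 28 entries of mir-430 had 14.7 ± 6.44 CPM in GRZ brain, 2.95 ± 3.63 in liver and 14.9 ± 18.3 in skin (SD, n = 25 each). At least 1 liver library had no count for them, and 3 counts corresponded to 0.611 CPM in the shallowest liver library. Mir-499 had 8.61 ± 17.9 CPM in brain, 102.9 ± 311 in liver and 276 ± 105.96 in skin. Its liver mean rested on few libraries, as the median was 6.91 CPM and the highest value 1252 CPM. The study describes a predicted miR-215 as not expressed in *N. furzeri*, and the entry mir-192_mir-215, the only one with miR-215 in its name, is not shown to be that miRNA. The entry mir-192_mir-215 had 39.5 ± 50.8 CPM in brain, 80357 ± 24713 in liver and 38917 ± 68224 in skin. In skin its values ran from 131 to 236346 CPM between libraries, so that the mean describes no typical skin sample.

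Grouping of the libraries by tissue and by age was examined with PCA. In GRZ, the first 2 components held 91.6% of the variance and the third 1.39%. In MZM, the first 2 held 87.2% and the third 2.61%. The first component separated brain from the other tissues in both strains. In GRZ, brain libraries had scores of 41.7 or more and all others of -16.6 or less. The second component separated liver from skin. On the third component, the 5-week MZM brains had scores of -9.95 ± 1.32 (SD, n = 3) and the older ones 2.83 ± 0.7096 (SD, n = 10), with no overlap. In MZM liver (-8.35 ± 7.40, n = 4, against 4.09 ± 7.53, n = 11) and MZM skin (-5.94 ± 2.47, n = 4, against 1.05 ± 2.33, n = 13) the ranges of 5-week and older libraries overlapped. In MZM liver the overlap came from replicate 100 at 2.73, as the other 5-week livers scored from -12.6 to -11.5. Older livers ran from -8.15 to 4.88 at 27 weeks and from 4.33 to 10.3 at 20 weeks. Brain and liver at 5 weeks and liver at 27 weeks are also the MZM groups with high let-7 and mir-181 entries described below. In MZM brain and liver, this component therefore does not separate age from that pattern. In GRZ the 5-week means were also lower than the older means in all 3 tissues, but the ranges overlapped in each, for example in brain with -2.40 ± 0.653 (SD, n = 5) against 0.616 ± 1.73 (SD, n = 20). Scaling each miRNA to unit variance lowered the share of the first 2 components most, to 73.9% in GRZ and 71.1% in MZM.

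**Figure D1:**
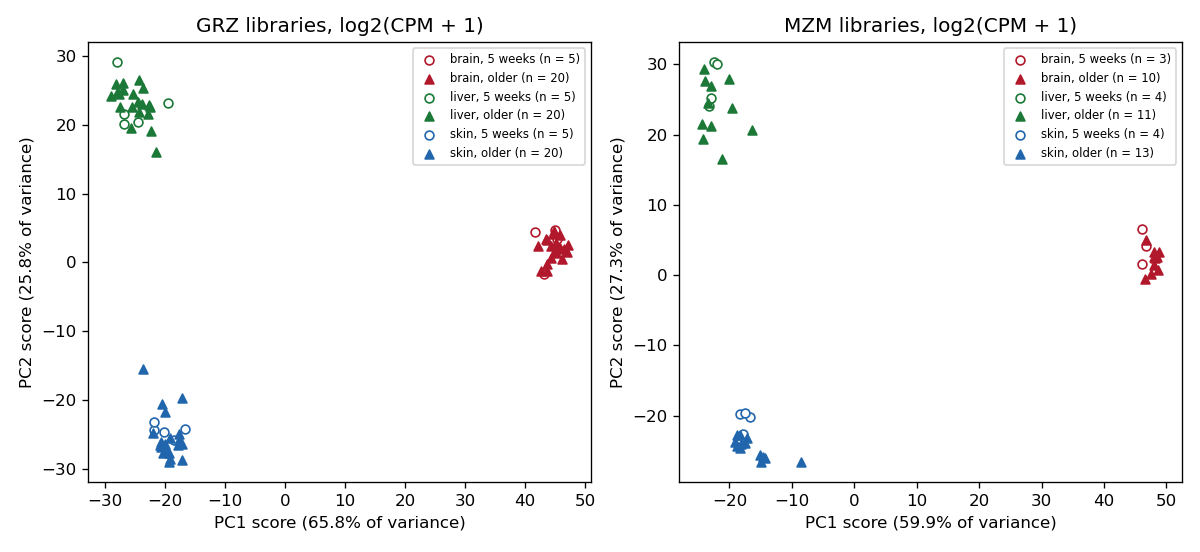
Scores of each library on the first (x axis) and second (y axis) principal component of log2(CPM + 1), for 75 GRZ libraries (left) and 45 MZM libraries (right), coloured by tissue, with open circles for 5 weeks and triangles for older fish. Brain lies apart from both other tissues on the first axis and liver lies apart from skin on the second, while 5-week libraries overlap the older ones of their tissue in GRZ.

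Tissues were compared to find miRNAs specific for one of them. In GRZ, 435 of 561 tested miRNAs differed between brain and liver (224 higher in brain), 387 between brain and skin (175 higher in brain) and 330 between liver and skin (127 higher in liver), with 25 libraries per tissue. The number of the fish in the library title is shared between tissues, and the pairing was taken from these labels. Libraries with the same number deviated together only slightly. The mean correlation of their deviations was 0.0533 for brain and liver, 0.0535 for brain and skin and 0.138 for liver and skin, against -0.0106, -0.00894 and -0.0201 for different numbers. With the replicate number as a block, which used 20, 17 and 16 pairs, 339 miRNAs passed between brain and liver, 337 between brain and skin and 91 higher and 124 lower in liver between liver and skin. The last of these was the largest shift under any alternative for a GRZ tissue comparison. Which tissue had more of the higher miRNAs depended on the setting. The majority changed side in 7 of 9 alternatives for brain and skin and in 1 of 9 for each other pair, which for liver and skin was total counts, with 202 higher and 131 lower in liver.

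Among brain miRNAs, nfu_pred_11_mir-9 had 21480 ± 2545 CPM in brain, 11.8 ± 12.6 in liver and 36.3 ± 18.4 in skin (SD, n = 25 each), with log2 fold changes of 10.70 ± 0.39 (SE) against liver and 9.14 ± 0.36 against skin. Its copy nfu_pred_257_mir-9 was nearly equal in counts. Nfu_pred_289_mir-124, which also has near copies, had 1466 ± 427 CPM in brain, 0.595 ± 0.696 in liver and 2.37 ± 1.24 in skin. Among liver miRNAs, nfu_pred_363_mir-122a_mir-3591 had 8626 ± 2024 CPM in liver, 1.71 ± 1.74 in brain and 71.3 ± 33.6 in skin, nfu_pred_639_mir-423 had 35.5 ± 12.8 CPM in liver, 1.12 ± 0.374 in brain and 0.531 ± 0.294 in skin, and nfu_pred_194_mir-145 had 21100 ± 9497 CPM in liver, 7.33 ± 11.7 in brain and 818 ± 1080 in skin. Among skin miRNAs, nfu_pred_229_mir-196 had 409.9 ± 154 CPM in skin, 0.874 ± 0.409 in brain and 0.718 ± 0.824 in liver, with its near copy nfu_pred_562_mir-196 at 397.8 ± 156. Nfu_pred_475_mir-205 had 29310 ± 10340 CPM in skin, 69.9 ± 63.5 in brain and 74.3 ± 52.8 in liver. The largest adjusted p among these in edgeR was 1.42e-15. None of these changed its direction or its side of the threshold under the other scalings, the Wald test of DESeq2, the filter, merging, fold change, sample and block alternatives.

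In MZM, with 8 brain, 10 liver and 12 skin libraries at 5, 20 and 39 weeks, 394 of 538 tested miRNAs differed between brain and liver (188 higher in brain), 380 between brain and skin (188 higher in brain) and 275 between liver and skin (134 higher in liver). Same-numbered libraries had correlations of 0.102, 0.117 and 0.110 over only 5, 2 and 4 pairs, against -0.0189, -0.00870 and -0.00711 for different numbers. With the replicate number as a block, 277, 303 and 152 miRNAs passed on 6, 3 and 4 pairs. The majority direction changed in 4, 6 and 6 of 9 alternatives, so that the tissue with more of the higher miRNAs is uncertain. Grouping all MZM libraries by their labels, which mixes files of other tissues, moved these counts most, to 179 between brain and liver, to 246 between brain and skin and to 82 higher and 25 lower in liver between liver and skin.

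The effect of age was examined between the youngest and an old group. In GRZ, at 14 against 5 weeks (n = 5 each), 236 of 512 tested miRNAs changed in brain (98 up, 138 down), and 53 of 371 in liver (28 up, 25 down), while in skin 64 of 448 rose and 41 fell. Under other settings of the processing, the majority direction changed in 4 of 9 for brain, 3 of 9 for liver and 2 of 9 for skin, so that the split into up and down is uncertain. The setting that moved these counts most was a fit with only the 2 ages compared, with 138 miRNAs in brain, 8 in liver and 24 in skin, and in brain a minimum log2 fold change of 1, which left 31. The sequencing lane number in the library title is the only batch the labels give, and libraries with the same number need not have shared a lane. With this number as a covariate 245 miRNAs passed in brain, 28 in liver and 60 in skin, where 25 rose and 35 fell, the reverse of the majority without it. No lane number held more than 2 libraries of one tissue and age, which is too few for a fit within a number. At 14 weeks, skin replicates 68 and 69 stood apart, with 510 and 521 detected miRNAs against 346 to 415 in the other 14-week skin libraries. Their scores on the third component were 14.2 and 18.8, against -3.42 to 5.12. Replicate 55 at 7 weeks also had 504 detected miRNAs. Leaving out 1 library at a time gave 25 to 138 miRNAs in skin, so the skin count depends on single libraries.

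In GRZ brain nfu_pred_476_mir-3556b rose from 22.2 ± 8.27 to 87.8 ± 11.3 CPM (SD, n = 5; log2 fold change 1.94 ± 0.19 SE, edgeR adjusted p = 2.24e-08) and nfu_pred_586_, an entry without a family name, from 74.6 ± 16.4 to 262.4 ± 38.7 CPM (1.77 ± 0.17, adjusted p = 1.16e-08). Nfu_pred_811_mir-214_mir-3120 fell from 59.7 ± 55.6 to 20.7 ± 3.29 CPM (-1.58 ± 0.33, adjusted p = 0.000692), where a single 5-week library was far above the rest and the threshold was missed in the Wald test of DESeq2, and nfu_pred_112_mir-609 from 13.4 ± 2.69 to 6.99 ± 0.867 CPM (-0.99 ± 0.15, adjusted p = 1.58e-05). In liver nfu_pred_542_mir-29 rose from 17.6 ± 8.47 to 59.2 ± 30.8 CPM (1.79 ± 0.30, adjusted p = 0.000400) and nfu_pred_476_mir-3556b from 45.8 ± 18.4 to 145.5 ± 103.6 CPM (1.66 ± 0.39, adjusted p = 0.00652). Both missed the threshold when only the 2 ages were fitted. The near copies nfu_pred_616_mir-138 and nfu_pred_4_mir-138 fell by 1.11 and 1.11 on the log2 scale. In skin nfu_pred_586_ rose from 145.1 ± 19.6 to 665 ± 476 CPM (2.24 ± 0.31, adjusted p = 8.99e-05), and nfu_pred_650_mir-202 from 5.93 ± 4.03 to 881 ± 1164 CPM (7.35 ± 1.94, adjusted p = 0.0172). The SD of mir-202 at 14 weeks was above its mean, and it missed the threshold with lane as a covariate. The near copies nfu_pred_321_mir-21 and nfu_pred_188_mir-21 fell by 1.09 and 1.07, with 33470 ± 10040 and 33800 ± 10030 CPM at 5 weeks.

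From 7 to 14 weeks, 118 miRNAs changed in GRZ brain (63 up), 51 in liver (32 up) and 4 in skin (all up). In brain nfu_pred_476_mir-3556b rose by 1.52 ± 0.19 (SE) and nfu_pred_542_mir-29 by 1.08 ± 0.11 on the log2 scale, and nfu_pred_507_mir-2188 and nfu_pred_270_mir-181 fell by 0.83 and 0.79. In liver nfu_pred_697_mir-360 rose by 2.34 ± 0.68 and nfu_pred_652_mir-471 by 1.86 ± 0.48, while nfu_pred_323_mir-10 and nfu_pred_199_mir-10 fell by 1.12 and 1.12. In skin nfu_pred_652_mir-471 rose by 1.80 ± 0.37 and nfu_pred_34_mir-471 by 1.67 ± 0.36, at low levels of 15.9 ± 5.19 and 17.3 ± 6.20 CPM at 14 weeks. Both missed the threshold when only the 2 ages were fitted. The largest adjusted p among these in edgeR was 0.0215.

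In MZM, 176 of 451 tested miRNAs changed in brain between 5 and 32 weeks (84 up, 92 down), 37 of 432 in liver between 5 and 27 weeks (24 up, 13 down) and 137 of 407 in skin between 5 and 27 weeks (54 up, 83 down). The majority direction changed under 4, 5 and 6 of 10 other settings, respectively. With all MZM libraries grouped by their labels the counts were 74, 14 and 11. With lane as a covariate 136 passed in brain and 52 in liver, and in skin 40 rose and 69 fell. Against 20 weeks, 43 miRNAs differed in brain at 32 weeks (25 up), 27 in liver at 27 weeks (all up) and 2 in skin at 27 weeks (both down).

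In MZM brain from 5 to 32 weeks, nfu_pred_204_mir-192_mir-215 rose from 1.68 ± 1.48 (SD, n = 3) to 40.9 ± 17.9 CPM (SD, n = 5; log2 fold change 4.51 ± 0.73 SE, edgeR adjusted p = 0.000347) and nfu_pred_586_ from 87.95 ± 22.8 to 639 ± 98.8 CPM (2.79 ± 0.34, adjusted p = 5.40e-05). Nfu_pred_270_mir-181 fell from 6301 ± 327 to 113.4 ± 38.9 CPM (-5.84 ± 0.29, adjusted p = 1.43e-08) and nfu_pred_770_, also without a family name, from 84.1 ± 34.3 to 4.64 ± 5.50 CPM (-4.28 ± 0.86, adjusted p = 0.00186). In liver from 5 to 27 weeks nfu_pred_432_mir-811 rose by 3.83 ± 0.88 and nfu_pred_708_mir-460 by 3.04 ± 0.75 on the log2 scale, and nfu_pred_128_mir-811 and nfu_pred_24_mir-301 fell by 2.55 and 2.28. In skin from 5 to 27 weeks nfu_pred_586_ rose from 169.6 ± 49.8 to 1630 ± 622 CPM (3.05 ± 0.34, adjusted p = 5.19e-06) and nfu_pred_526_mir-204_mir-211, which has a near copy, from 4300 ± 829.3 to 28810 ± 4031 CPM (2.53 ± 0.20, adjusted p = 7.85e-08), while nfu_pred_770_ and nfu_pred_592_mir-716 fell by 3.17 and 3.12. These 2 were also the ones that fell in skin from 20 to 27 weeks, by 4.46 and 4.47, with 312 ± 284 and 1323 ± 1138 CPM at 20 weeks. From 20 to 32 weeks in brain, nfu_pred_234_mir-153 and nfu_pred_765_mir-7552 rose by 1.41 ± 0.24 and 1.19 ± 0.23, and nfu_pred_553_mir-462 and nfu_pred_625_lin-4 fell by 1.56 and 0.75. Of these, mir-7552, mir-462 and lin-4 missed the threshold with lane as a covariate. With all MZM libraries grouped by their labels, 11 of the changes named for MZM missed the threshold, and that of mir-192_mir-215 in brain took the opposite sign.

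From 20 to 27 weeks in MZM liver, nfu_pred_82_let-7 rose by 7.61 ± 0.30 (SE) and nfu_pred_190_let-7 by 5.63 ± 0.47 on the log2 scale. Nfu_pred_82_let-7 and nfu_pred_270_mir-181 were high in the same 3 MZM groups. The former had 406.5 ± 144 CPM in brain at 5 weeks (SD, n = 3), 520 ± 156 in liver at 5 weeks (n = 4) and 1626 ± 256 in liver at 27 weeks (n = 5), against 37.2 ± 34.0 in brain at 32 weeks (n = 5), 7.54 ± 1.39 in liver at 20 weeks (n = 5) and 16.3 ± 7.35 in skin at 5 weeks (n = 4). The latter had 6133 ± 1419, 2848 ± 725 and 1169 ± 202 CPM in those 3 groups, against 119.9 ± 39.9, 97.2 ± 18.9 and 396 ± 74.8. The highest mean of any GRZ group was 25.4 CPM for the former and 448 CPM for the latter. Of the 27 miRNAs higher at 27 than at 20 weeks in liver, 25 were also tested in MZM brain at 32 against 5 weeks, and 19 of them fell there past the threshold, which is 76.0% against 20.4% of all 451 miRNAs tested.

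**Figure D2:**
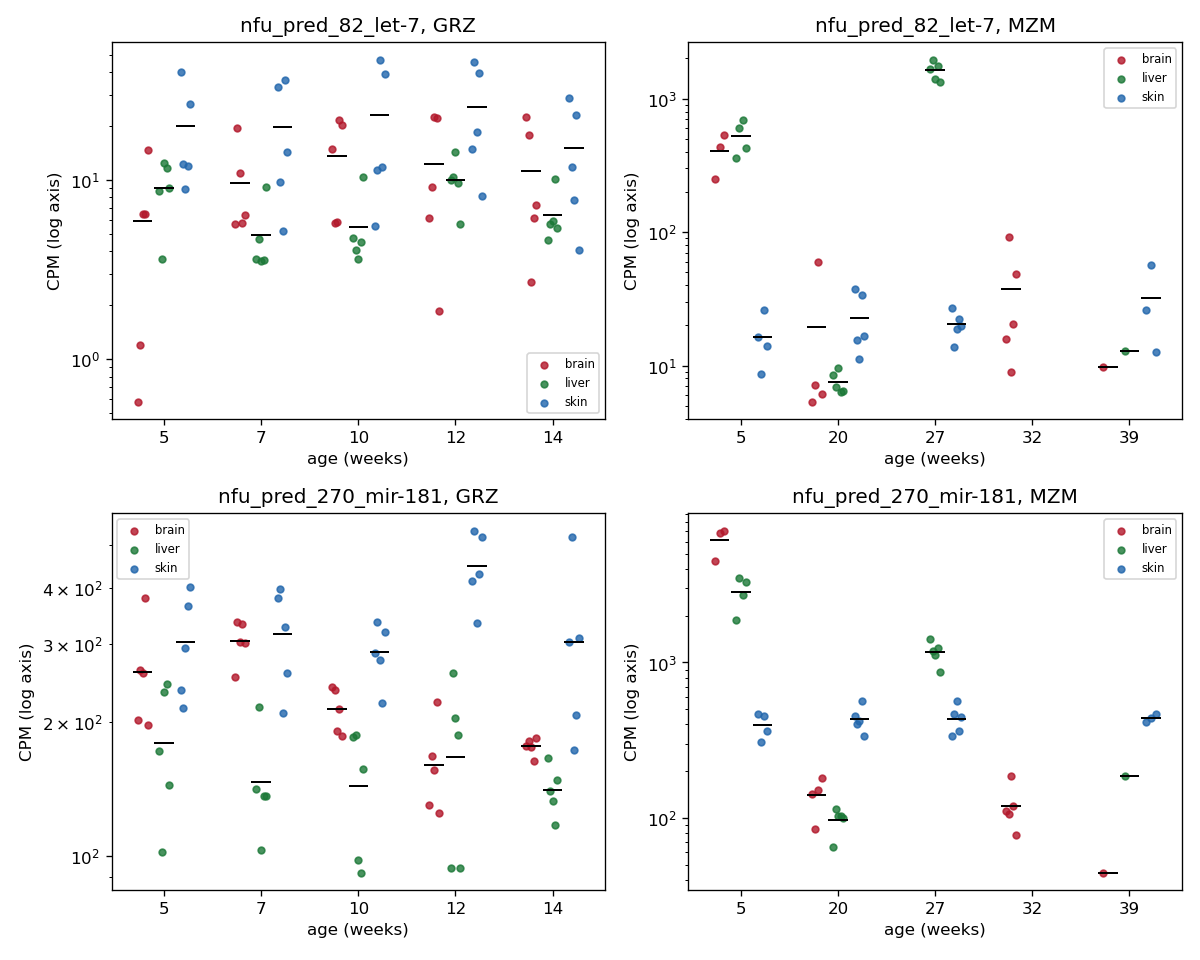
CPM (y axis, log scale) of nfu_pred_82_let-7 (top) and nfu_pred_270_mir-181 (bottom) in each GRZ (left) and MZM (right) library by age in weeks (x axis), coloured by tissue, with bars at the group means. In MZM, the brain libraries at 5 weeks and the liver libraries at 5 and 27 weeks lie above all others of their tissue, while no such group is seen in GRZ.

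The study describes the miR-29 cluster as conserved and refers to earlier work in which its members rose with age. It also reports extra copies in *N. furzeri*, a further miR-29a/b pair and 1 more miR-29b. Which entries hold the other members was not established, so the main test does not describe the whole cluster. It covers the only entry that carried this name, nfu_pred_542_mir-29. Its log2(CPM + 1) was higher in the old group in all 6 comparisons, by 1.67 in GRZ brain (15.7 ± 3.45 to 51.5 ± 5.60 CPM), 1.71 in GRZ liver (12.2 ± 6.24 to 42.4 ± 22.3 CPM) and 1.35 in GRZ skin (6.87 ± 2.37 to 18.9 ± 4.92 CPM; SD, n = 5 each). The exact permutation test gave p = 0.00794 for each, the smallest its 252 splits allow, with an adjusted p = 0.0238, and all 5 old samples lay above every 5-week sample. In MZM the increases were 0.94 in brain at 32 weeks (exact permutation p = 0.0179, the smallest possible, adjusted p = 0.0429, 5 of 5 samples above), 0.92 in liver at 27 weeks (exact permutation p = 0.0238, adjusted p = 0.0476, 4 of 5 samples above) and 1.74 in skin at 27 weeks (exact permutation p = 0.00794, adjusted p = 0.0238, 5 of 5 samples above). With 1 library left out, the threshold was missed in 8 of 8 fits in MZM brain, 8 of 9 in MZM liver and 5 of 9 in MZM skin. The smaller groups limit the exact test in these fits, so the misses alone do not show that an increase rests on 1 library. The differences stayed at 0.78 to 1.17 in brain, 0.73 to 1.10 in liver and 1.62 to 1.92 in skin. The MZM liver values did not rise steadily. The lowest value was 36.8 CPM at 20 weeks and 140 CPM at 5 weeks. All libraries at 20 weeks lay below those at 5 weeks. The single library at 39 weeks, with 54.1 CPM, also lay below all those at 5 weeks. High liver values at 5 and 27 weeks are also the pattern of nfu_pred_82_let-7 and nfu_pred_270_mir-181. The rise in MZM liver thus cannot be told apart from that library pattern. In GRZ skin, libraries at 10 weeks had 14.4 to 45.2 CPM, against 13.4 to 26.6 at 14 weeks, so the highest values were not at the oldest age. Adding the entries named mir-3556 or mir-3556b, an alternative chosen after seeing the data, kept the direction, but GRZ liver and skin and MZM brain and liver then missed the threshold, with log2 differences of 0.96, 0.72, 2.14 and 1.39.

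**Figure D3:**
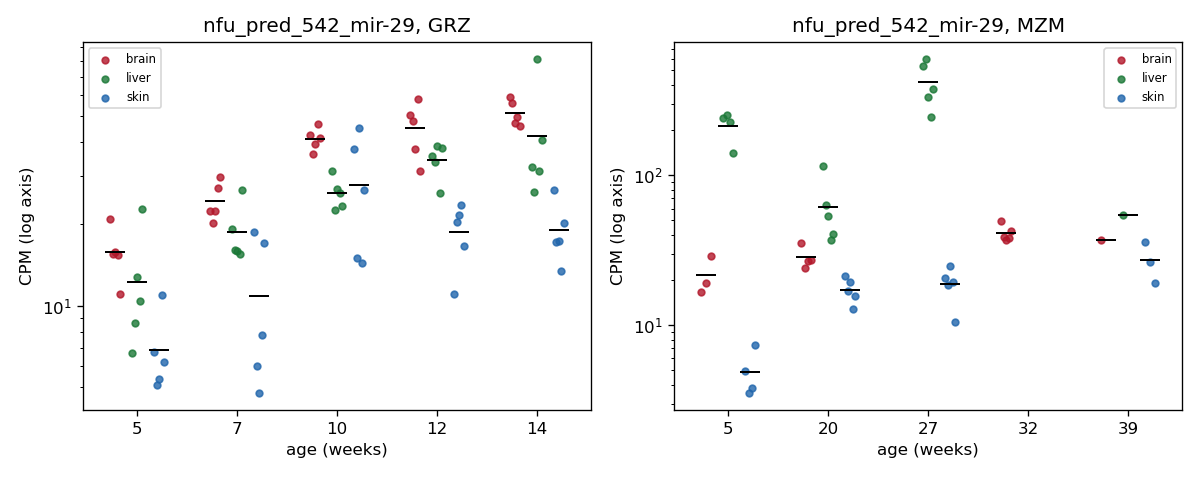
CPM (y axis, log scale) of nfu_pred_542_mir-29 in each GRZ (left) and MZM (right) library by age in weeks (x axis), coloured by tissue, with bars at the group means. In GRZ the libraries at 14 weeks lie above all libraries at 5 weeks of their tissue, and in MZM liver the libraries at 20 weeks lie below those at 5 and 27 weeks.

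The 15 entries of miR-17 and miR-19 were summed as members of the conserved miR-17/92 cluster. No change with age passed in the 6 comparisons. The log2 differences were 0.23 in GRZ brain, 0.13 in GRZ liver, -0.09 in GRZ skin, -0.33 in MZM brain, 0.25 in MZM liver and 0.01 in MZM skin, with adjusted p from 0.153 to 0.952 in the exact permutation tests. On CPM of total counts the direction changed in 4 of them, in GRZ liver and skin and MZM liver and skin, and MZM brain passed with -0.67 (exact permutation test, adjusted p = 0.0357).

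Whether the tissues of GRZ change alike with age was measured by the correlation of age changes (14 minus 5 weeks) across miRNAs. Spearman's rho was 0.520 for brain and liver over 216 miRNAs, 0.558 for brain and skin over 232 and 0.529 for liver and skin over 220. MiRNAs are not independent replicates, so the p-values came from permuting the ages of the samples. Some fish numbers occur in both tissues of a pair, and the permutation did not keep that pairing. Deviations shared by a fish could add to rho without a shared change with age, and the p-values do not account for them. The exact permutation test gave p = 0.00794 (adjusted p = 0.0238), the smallest possible, for brain and liver, p = 0.0556 (adjusted p = 0.0556) for brain and skin and p = 0.0317 (adjusted p = 0.0476) for liver and skin. The correlation of brain and skin thus missed the threshold. The alternative that lowered a value most was 14 against 7 weeks, with 0.359 for liver and skin.

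GRZ and MZM were compared at 5 weeks. There were 203 of 478 tested miRNAs that differed in brain (99 lower in GRZ), 155 of 365 in liver (55 higher in GRZ) and 44 of 384 in skin (25 higher in GRZ), with 5 GRZ libraries and 3, 4 and 4 MZM libraries. Grouping all MZM libraries by their labels lowered these counts to 58, 86 and 13. In liver all ages in one fit raised the count to 238, and in skin the Wald test of DESeq2 raised it to 79. In brain the majority direction changed under 7 of 9 other settings. In liver it changed under 0 of 9. The liver split was nearly even, however, with DESeq2 size factors (76 higher and 81 lower in GRZ) and with the Wald test of DESeq2 (82 and 84). The MZM libraries of brain and liver at 5 weeks belong to the groups with high let-7 and mir-181 entries, the labels name no run, and so strain and library batch cannot be told apart.

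In brain, nfu_pred_467_mir-642 had 54.2 ± 4.04 CPM in GRZ and 0.921 ± 0.768 in MZM (log2 fold change 6.12 ± 0.51 SE, edgeR adjusted p = 2.91e-05), and nfu_pred_106_mir-34 had 20.2 ± 4.20 and 0.484 ± 0.201. Lower in GRZ were nfu_pred_82_let-7 with 6.28 ± 6.93 against 464 ± 75.0 CPM and nfu_pred_270_mir-181 with 247.9 ± 55.1 against 7130 ± 145 CPM. In liver, nfu_pred_106_mir-34 was higher in GRZ by 7.34 ± 1.13 (adjusted p = 0.000769) and nfu_pred_467_mir-642 by 6.15 ± 0.58 (adjusted p = 3.38e-05), while nfu_pred_69_mir-1 (-6.55 ± 1.34) and nfu_pred_609_mir-1788 (-6.10 ± 0.45) were lower. The mir-1 entry had 27.8 ± 45.5 CPM in MZM and missed the threshold in the Wald test of DESeq2. In skin, nfu_pred_467_mir-642 was higher in GRZ with 39.4 ± 5.53 against 0.169 ± 0.150 CPM (7.75 ± 0.49, adjusted p = 1.83e-06) and nfu_pred_485_mir-724 with 559 ± 75.1 against 90.2 ± 13.2 CPM (2.57 ± 0.16). Lower were nfu_pred_613_mir-140 with 416 ± 108 against 2390 ± 119 CPM and nfu_pred_733_mir-821 with 7.61 ± 1.57 against 16.8 ± 1.44 CPM. The difference in nfu_pred_467_mir-642 thus appeared in all 3 tissues, including skin. Other entries of this name differed in direction in liver, each past the threshold. There nfu_pred_228_mir-642 was higher in GRZ (1.79), and nfu_pred_623_mir-642 (-2.84) and nfu_pred_220_mir-642 (-1.17) were lower. The values of nfu_pred_228_mir-642 were close to those of nfu_pred_786_mir-577 (1.76), so these entries may share reads.

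Finally, the number of detected miRNAs was compared between tissues and with related killifish. Per library, 490 ± 17.4 miRNAs had at least 10 counts in GRZ brain, 347 ± 17.2 in liver and 403 in skin, where libraries ranged from 334 to 521 (SD, n = 25 each). In brains of the other species (n = 2 each) there were 309.5 ± 2.12 in *N. kadleci*, 297.5 ± 3.54 in *N. kuhntae*, 288 ± 8.49 in *N. pienaari*, 281 ± 1.41 in *N. rachovii*, 272.5 ± 4.95 in *Iconisemion striatum* and 257.5 ± 0.707 in *N. korthausae*. No test was made with 2 libraries per species. Much of the gap to *N. furzeri* was depth, because after thinning all libraries to 3302747 counts the expected number was 320 in GRZ brain, 303 in GRZ liver and 290 in GRZ skin, against 303, 288, 275, 280, 257 and 252 in the other species in the same order. Their reads were also mapped to another set of sequences, so that numbers cannot be compared directly with those of *N. furzeri*.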

Values the study reported

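The study listed 754 predicted miRNAs for *N. furzeri*. It stated that the first 2 principal components together held 77% of the variance in its analysis of tissues and ages of the MZM strain, and that the third held 3%. For related killifish it counted 534 expressed miRNAs in *N. kadleci* and 352 in *A. striatum*.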

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

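The test of the titles in file names and the repeat of the single-entry values on a common scale were chosen only after the results were seen, while the tests of differences between tissues were settled before theirs.

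Of 122 groups of 4 to 10 samples tested for a sample far from the others, 11 had one, where chance gives about 1 in 20. Values are log2(CPM + 1), with CPM of single entries scaled within their fit and those of families over all 120 libraries kept, so the 2 kinds are not to be compared. On the scale of the 120 libraries, 5 of the 9 single entries still had a sample that far from the others. Nfu_pred_586_, the 2 mir-138 entries and lin-4 did not, so that these 4 depend on the scaling. Of the 5, nfu_pred_106_mir-34 would be flagged for any count, because the other libraries of its group had none. In GRZ brain at 5 weeks, replicate 35 had 9.90 for the summed miR-17 and miR-19 entries against 10.57 to 10.66 in the others. For nfu_pred_586_ it had 6.71 against 6.01 to 6.15 within the fit, and 6.47 against 6.11 to 6.33 on the scale of the 120 libraries. It was the shallowest GRZ brain library, with 15327468 counts. Without it the log2 difference of miR-17/19 went from 0.23 to 0.09 and that of nfu_pred_586_ from 1.77 to 1.99. In the same group replicate 25 had 7.32 for nfu_pred_811_mir-214_mir-3120 against 4.98 to 5.37, and without it the change of -1.58 became -0.77, still past the threshold in edgeR (adjusted p = 0.000255). In GRZ liver at 14 weeks, replicate 73 had 8.37 for nfu_pred_476_mir-3556b against 6.42 to 6.89, and the change of 1.66 became 1.17 without it. Replicate 70 had 6.36 for the near copies nfu_pred_616_mir-138 and nfu_pred_4_mir-138, which share reads and are 1 observation, and their change of -1.11 became -0.98.

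In MZM liver at 5 weeks, replicate 98 had 11.81 for miR-17/19 against 12.10 to 12.13, and the difference of 0.25 became 0.17 without it. Replicate 100 had 0.99 for nfu_pred_106_mir-34, where the other libraries had no count. Any count would be flagged there on either scale, so this flag carries no weight. Without replicate 100 the strain difference of 7.34 became 10.99, a comparison with MZM libraries that had no count. In MZM brain at 32 weeks, replicate 77 had 3.95 for nfu_pred_770_ against 1.34 to 1.93, and the change of -4.28 became -5.29. In MZM liver at 27 weeks, replicate 61 had 2.34 for nfu_pred_432_mir-811 against 4.66 to 5.07, and the change of 3.83 became 4.10. In MZM brain at 20 weeks, replicate 79 had 15.33 for nfu_pred_625_lin-4 against 14.86 to 14.92. Without it the change of -0.75 became -0.57 and no longer passed in edgeR (adjusted p = 0.0921). No biological explanation was tested for single samples.

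The change from 5 to 14 weeks in GRZ differed between brain and liver for 29 of 513 miRNAs, between brain and skin for 59 of 550 and between liver and skin for 23 of 473, by the interaction term in edgeR. Thinned to the smallest library, 9, 43 and 17 remained, so that depth may account for most of the difference between brain and liver. When ages were permuted within each tissue, 6, 6 and 19 of 100 splits gave as many miRNAs, the real one included. In this unpaired test none of the 3 counts can be told apart from a random division of the samples. Some fish numbers occur in more than 1 tissue, and neither the fit nor the permutation used that pairing.

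The difference between GRZ and MZM at 5 weeks differed between brain and liver for 161 of 482 miRNAs, between brain and skin for 138 of 506 and between liver and skin for 123 of 443. After thinning, 124, 1.1e+02 (rounded) and 96 remained, and in each case 1 of 100 splits, the real one, gave as many, again without using the fish numbers shared between tissues. Neither depth nor a random division of the samples accounts for these counts. The counts of brain against skin and of liver against skin cannot be told apart from a difference between library batches. The 5-week brain and liver libraries of MZM share the let-7 and mir-181 pattern described in the report and those of skin do not. Brain against liver had the largest count, 161, although both tissues share the pattern. Sharing it does not exclude it as a reason there, because its size may differ between the tissues. The labels name no run, so a batch difference between brain and liver cannot be tested.

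Among the 30 MZM libraries not used, 25 had a profile closest to a tissue other than that of their label, against none of the 120 libraries with their own title in the file name. A mislabelled sample is a candidate explanation. Of 25 files that carry the whole title of another sample, 24 differed in tissue between title and label, and all 24 were closest to the tissue of the title in the name. The files were not reassigned, and no biological explanation was tested.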

How the results depend on the processing

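Of 270 values that the planned and added alternatives gave for the counts and other results fixed in advance, 192 kept their direction and their side of the threshold, or stayed within 1.5 times a count. There were 7 weaker, 2 stronger, 65 moved and 4 reversed. For the named miRNAs, 630 of 656 kept both, 25 were weaker and 1 reversed. Leaving out 1 library gave 253 values for the results fixed in advance, of which 201 were the same. There were 21 weaker, 1 stronger, 26 moved and 4 reversed. For the named miRNAs it left 481 of 504 the same and 23 weaker. The cause was not tested for any of these changes. Merging of near-identical entries and the wider miR-29 family were chosen after seeing the data.

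With all MZM libraries grouped by their labels, which puts files with the profile of another tissue into the groups, 179 miRNAs differed between brain and liver, 246 between brain and skin and 1.1e+02 (rounded, 82 higher and 25 lower in liver) between liver and skin. By age 74 passed in brain, 14 in liver and 11 in skin against 5 weeks. Against 20 weeks 15 passed in liver and 0 in brain and in skin, each with 7 at an unadjusted p under 0.05. Strains differed for 58, 86 and 13. The change of nfu_pred_204_mir-192_mir-215 in MZM brain reversed to -7.36.

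With the replicate block, 2.2e+02 miRNAs (rounded, 91 higher and 124 lower in liver) differed between liver and skin in GRZ and 152 in MZM. With a minimum log2 fold change of 1, 31, 31 and 61 miRNAs passed in GRZ brain, liver and skin at 14 against 5 weeks, 1.1e+02 (rounded, 49 up and 60 down) in MZM brain and 89 in MZM skin against 5 weeks, 11 in brain and 24 in liver in GRZ at 14 against 7 weeks, 13 in MZM brain at 32 against 20 weeks and 112 between strains in brain. With only the 2 ages fitted, 138, 8 and 24 passed in GRZ brain, liver and skin against 5 weeks, 1 in GRZ skin against 7 weeks and 25 in MZM brain against 20 weeks. With lane as a covariate, 28 passed in GRZ liver and 60 in GRZ skin against 5 weeks. The Wald test of DESeq2 gave 90 in MZM liver against 5 weeks, 83 and 19 in GRZ liver and skin against 7 weeks, 20 in MZM skin against 20 weeks and 79 between strains in skin. Total counts gave 9 and merged identical entries 8 in GRZ skin against 7 weeks. Merged near-identical entries gave 25 in MZM brain against 20 weeks and 27 between strains in skin, and all ages in one fit 238 between strains in liver.

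The majority of up or down changed in 8 of 21 comparisons with DESeq2 size factors, in 6 of 21 each with total counts, the Wald test of DESeq2, no filter and merged near-identical entries, in 4 of 21 with merged identical entries, in 5 of 12 with only the 2 ages fitted and in 6 of 12 with MZM grouped by labels. These splits are therefore uncertain, and not because of the scaling alone.

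On CPM of total counts, the miR-29 difference in MZM liver was 0.67 and missed the threshold, miR-17/19 reversed to -0.0443 in GRZ liver, 0.0623 in GRZ skin, -0.00826 in MZM liver and -0.57 in MZM skin, and passed in MZM brain with -0.67. With the wider family, miR-29 missed the threshold at 0.96 in GRZ liver, 0.72 in GRZ skin, 2.14 in MZM brain and 1.39 in MZM liver. For the shared age change, Pearson's coefficient for brain and liver was 0.426 and missed the threshold, miRNAs of at least 100 CPM gave 0.560 for brain and skin and passed, and 14 against 7 weeks gave 0.359 for liver and skin and missed it.

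The share of the first 2 components moved to 92.9% (GRZ) and 88.3% (MZM) with log2(CPM + 10), 93.9% and 89.5% with miRNAs of at least 100 CPM and 73.9% and 71.1% with scaling, and to 90.9% in GRZ on total counts. At 1 count or more, 583.6, 508.3 and 560.4 miRNAs were detected in GRZ brain, liver and skin, and 343, 385.5, 331, 368.5, 362 and 363.5 in *I. striatum*, *N. kadleci*, *N. korthausae*, *N. kuhntae*, *N. pienaari* and *N. rachovii*. After thinning they were 320.4, 302.7 and 290.2, and 257.2, 302.9, 252.1, 287.5, 275.2 and 279.5.

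Leaving out each replicate gave 28 to 75 miRNAs in GRZ liver, 25 to 138 in GRZ skin and 18 to 56 in MZM liver against 5 weeks, 56 to 77 in GRZ liver and 1 to 9 in GRZ skin against 7 weeks, 9 to 60 in MZM brain and 0 to 3 in MZM skin against 20 weeks, and 27 to 46 between strains in skin. The fits with 0 had 35 and 89 at an unadjusted p under 0.05. MiR-29 ranged from 0.78 to 1.17 in MZM brain, 0.73 to 1.10 in MZM liver and 1.62 to 1.92 in MZM skin, and missed the threshold in 8 of 8, 8 of 9 and 5 of 9 of these fits. The smaller groups limit the exact test there. MiR-17/19 ranged from -0.153 to 0.0391 in GRZ skin, 0.150 to 0.363 in MZM liver and -0.0947 to 0.111 in MZM skin, with 1 fit past the threshold in MZM liver, at 0.363, and single fits reversed to 0.0391 in GRZ skin and to -0.0947, -0.0545 and -0.0394 in MZM skin.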

Other observations

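The reading of the splits of samples and the test of the MZM library pattern were chosen only after the results were seen, while the thinning of brain libraries and the test of liver RNA in skin were settled before.

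Samples were divided in other ways into groups of the same sizes, with 100 divisions per comparison or all 56 for brain at 32 against 5 weeks in MZM and between strains. For tissues, libraries were swapped within same-numbered pairs and unpaired libraries permuted within an age. In 18 of 21 comparisons only 1 division, the real one, gave as many miRNAs. For GRZ skin at 14 against 7 weeks 17 of 100 did, with up to 87 miRNAs against the 4 observed, and for MZM skin at 27 against 20 weeks 8 of 100 did. Neither of these counts can be told apart from a random division. For MZM brain at 32 against 20 weeks 2 of 100 did, and the other gave 47. In MZM skin at 27 against 5 weeks another division gave 127 miRNAs against 137, and in GRZ skin at 14 against 5 weeks another gave only 2 fewer than the real one, so that the latter count is barely above a random division.

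GRZ brain libraries at 14 weeks were deeper than those at 5 weeks. After thinning to 15327468 counts, 189 of the 236 miRNAs remained past the threshold, and between strains in brain 143 of 203 after thinning to 4203112 counts. Depth alone does not account for these counts.

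A difference between sequencing or library batches is a candidate explanation for the entries that were high in MZM brain and liver at 5 weeks and liver at 27 weeks. Of 25 that rose in liver from 20 to 27 weeks and were tested in brain, 19 fell past the threshold in brain from 5 to 32 weeks and 2 rose. This does not separate batch from age, because the intervals differ, the test was made on entries seen to have this pattern, and from 5 to 20 weeks nfu_pred_82_let-7 and nfu_pred_270_mir-181 fell in both tissues. The labels give the lane number and not the run, so the batch hypothesis cannot be tested directly. In liver at 5 weeks, some entries of one name were nearly equal in MZM but not in GRZ. Entries nfu_pred_211_mir-22 and nfu_pred_316_mir-22 had 26150 and 26160 CPM in MZM, against 3397 and 23930 in GRZ, scaled within the fit. For nfu_pred_270_mir-181 and nfu_pred_494_mir-181 these were 4759 and 5108, against 285.9 and 3631. Not all did so, as nfu_pred_82_let-7 stayed at 870.5 in MZM, below nfu_pred_190_let-7 at 14080. A read counted at each of its places would give such near-equal entries. A difference in mapping or counting is therefore also a candidate. If either held, it would bear on the MZM changes with age in brain and liver and on the strain differences in both. The MZM tissue comparisons include libraries at 5 weeks, so it would bear on those too.

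The wide range of mir-192_mir-215 in GRZ skin might come from liver RNA in the skin samples. The summed 5 entries of the liver miRNA mir-122 then should follow it. Over 25 skin libraries Spearman's rho was -0.0162 (permutation p = 0.940, adjusted p = 0.940) and Pearson's r -0.111 (permutation p = 0.600, adjusted p = 0.940), with r = -0.0810 without the 2 libraries farthest from the median and -0.242 after centring on age. These 2 relations speak against liver RNA. The relation was not repeated within lane numbers, and no biological explanation was tested.

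In *N. kadleci* 309.5 miRNAs were detected per library at 10 counts or more. That is lower than the value quoted from the study above. The measures differ, because this one is per library and has its own threshold. At 1 count or more, 385.5 were detected.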
